A study of Mus musculus with 12 samples. Its data were reported in "The crucial role of muscle glucocorticoid signaling in accelerating obesity and glucose intolerance via hyperinsulinemia" (2023).

How the data were processed

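RNA-seq was used to measure transcripts in 3 tissues of male mice, the gastrocnemius, the liver and the gonadal depot of white adipose tissue (WAT). The mice carried a floxed glucocorticoid receptor gene, *Nr3c1*, without Cre (GRfl/fl) or with a Cre transgene driven by the skeletal actin promoter, which deletes the receptor in skeletal muscle (GR-mKO). From 8 weeks of age they drank water with 1% ethanol (vehicle), or the same with corticosterone (CORT, the main glucocorticoid of rodents) at 100 µg/mL, for 4 weeks. Each library was made by the authors from 1 pool of RNA from 3 mice, with lower limits set on RNA purity and integrity. Tissue, genotype and treatment gave 12 groups with 1 library each, so no group had a replicate. Whether the 3 tissues of a group came from the same mice was not stated.

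The authors sequenced paired reads of 100 bases, quantified them with Salmon 1.2.1 on the protein-coding transcripts of GENCODE release M20 (mouse genome build GRCm38), and imported the result with tximport on its length-scaled scale. The deposited values are therefore expected counts (estimated counts), with no scaling between libraries. Where several entries carried the same gene symbol the authors kept the entry with the largest total, and each deposited entry bears the identifier of a single transcript. An entry was accordingly treated here as a transcript that stands for its gene, not as a sum over the gene. The paper names the summarizeToGene function for the import, so whether values were summed over genes beforehand was not settled. The retained transcript differed between gastrocnemius and liver for 2849 of 22249 shared symbols, between liver and gonadal WAT for 2508 of 22252, and between gastrocnemius and gonadal WAT for 2411 of 22249. Changes were therefore computed only within a tissue. Levels were compared between tissues for 2 purposes, to follow liver- and fat-specific genes in other tissues, where the same transcript had to be retained in both, and to find genes at least 10 times higher in another tissue, where it did not. Gene positions, exons and transcript numbers came from GENCODE release M21, which uses the same genome build and held all 22273 transcript identifiers of gastrocnemius and all 22252 of liver and of gonadal WAT.

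The libraries held 19394572 to 20940660 expected counts. The floor, the smallest share that a library of this depth can show, was set at 3 counts, which is 0.14 to 0.15 counts-per-million (CPM). CPM values carry 95% Wilson binomial intervals, and ratios of 2 libraries carry 95% exact (Clopper-Pearson) binomial intervals, both on counts rounded to whole numbers. These intervals and the floor cover counting error only, and neither the spread between mice or pools nor the uncertainty in assigning reads to transcripts. Log2 changes were computed after 0.5 CPM had been added to both sides. The intervals of ratios were computed without that addition, so for genes with few counts on one side they can lie further from 0 than the log2 change beside them.

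Differential expression was called with NOISeq for data without replicates, the method used by the authors, written out in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. For each library, 5 technical samples were simulated from a multinomial distribution at 20% of its depth with a variability of 0.02, and the log2 ratio and absolute difference of each gene between 2 libraries were compared with those between simulated samples of the same group. Counts were scaled to the library total, a 0 was set to 0.5, and no length correction was applied. A gene was called at a probability of at least 0.9. This probability measures distance from simulated counting noise and is not a p-value, and with 1 library per group no p-value is given. Genes above 0 in all 4 libraries of a tissue were tested, namely 13543 in gastrocnemius, 12485 in liver and 14218 in gonadal WAT. The calls need not equal the authors' own, since their simulated samples and filters were not available.

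In each tissue CORT was compared with vehicle in GRfl/fl and in GR-mKO mice, and GR-mKO with GRfl/fl mice under vehicle and under CORT. Genes called for CORT in the same direction in both genotypes were counted, beside the number expected if calls fell independently. The retained change is the median, over the genes called in GRfl/fl mice, of the log2 change in GR-mKO mice taken in the direction of the call. It was computed in mirror image for the genes called in GR-mKO mice, and its 95% interval came from 1000 bootstrap resamples of the genes. Lists of genes were summarised by their median log2 change and its percentile among 10000 random lists of the same size and matched expression. The named genes were fixed or chosen by rule: *Nr3c1* and *Nr3c2* in every library, *Fkbp5*, *Foxo3*, *Fbxo32* and *Trim63* in gastrocnemius, *G6pc*, *Pck1* and *Tat* in liver, and *Pnpla2*, *Acaca* and *Fasn* in gonadal WAT. To these were added, in each tissue, the 3 largest rises and the 3 largest falls among genes called for CORT in GRfl/fl mice and among genes called for genotype under CORT, with at least 100 counts in the higher library. Some of the genes chosen by this rule are not reported here.

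The alternatives tried were TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0, on rounded counts, both in R 4.3.3) in place of total scaling, at least 10 counts in all 4 libraries or a count above 0 in at least 1 of the 2 compared as the filter, probability thresholds of 0.8 and 0.95, simulated samples at the full depth, a random seed of 2 in place of 1, calls by a log2 change of at least 1 with at least 10 counts, omission of genes at least 10 times higher in another tissue, noise taken from the genotype contrast under vehicle, 5 CPM in place of 0.5, and the mean in place of the median of a list. No scaling between libraries, and correction of the log2 change for its median in 20 bins of transcript length, were added later. The calling method was tested on simulated data with known changes. The changed genes were drawn only from genes with a mean of at least 100 counts, so the recovery of genes with fewer counts was not measured. With no spread between pools it called none of the unchanged genes, and it recovered 38% of genes changed 2-fold in simulated gastrocnemius, 17.5% in liver and 59.5% in gonadal WAT. Of genes changed 4-fold it recovered 90.5%, 87.5% and 91.5%, and of those changed 8-fold 96.0%, 94.0% and 94.0%. With a coefficient of variation of 0.2 between pools it called 0.989% of unchanged genes in gastrocnemius, 0.481% in liver and 1.32% in gonadal WAT, and with one of 0.4 it called 11.7%, 11.1% and 15.3%. No enrichment of gene ontology terms was computed, since no term sets were at hand, and other measurements of the study were not analysed here. Plots were drawn with matplotlib 3.10.9.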

Results

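Transcript abundance was measured in 12 pooled RNA libraries, 4 from gastrocnemius, 4 from liver and 4 from gonadal WAT, with 1 library for each combination of genotype and treatment and no replicates. In gastrocnemius the library totals were 19833928 counts for vehicle-treated GRfl/fl mice, 19394572 for CORT-treated GRfl/fl mice, 20073256 for vehicle-treated GR-mKO mice and 20357253 for CORT-treated GR-mKO mice. In liver the corresponding totals were 20940660, 20471247, 20692946 and 20768399, and in gonadal WAT 19957071, 19913819, 19752511 and 20198110. Between 15417 and 16025 of 22273 genes were above 0 in a gastrocnemius library, between 14313 and 14467 of 22252 in liver, and between 15802 and 16438 of 22252 in gonadal WAT. The 10 most abundant transcripts took 32.2% to 32.5% of the counts in gastrocnemius, 26.9% to 28% in liver and 18.5% to 22.5% in gonadal WAT. Positions below are those of the gene on GRCm38, and values in parentheses after a log2 change are 95% counting intervals of the ratio, computed without the 0.5 CPM added for the change itself.

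The deleted gene was examined first. *Nr3c1* (ENSMUST00000115571, chromosome 18, 39410545 to 39519421) stood at 113 CPM (108 to 118) in gastrocnemius of vehicle-treated GRfl/fl mice and at 46.4 CPM (43.5 to 49.5) in that of vehicle-treated GR-mKO mice. Under CORT it stood at 90.4 CPM (86.3 to 94.8) and 35.5 CPM (32.97 to 38.1). GR-mKO muscle thus carried 41.2% of the GRfl/fl level under vehicle and 39.2% under CORT, with log2 changes of -1.27 (-1.39 to -1.17) and -1.34 (-1.48 to -1.22), and the gene was called in both comparisons. The retained transcript has 8 exons and 6327 bases, of which exon 2 holds 164 and exon 3 holds 117, so transcripts without a single short exon are still counted and these percentages do not measure functional receptor. In liver GR-mKO mice carried 104.9% of the GRfl/fl level under vehicle and 109.7% under CORT, and in gonadal WAT 101.7% and 81.5%, none of them called.

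The mineralocorticoid receptor gene *Nr3c2* (ENSMUST00000109912, chromosome 8, 76899442 to 77245012) stood at 8.79 CPM in vehicle-treated GRfl/fl, 9.45 CPM in CORT-treated GRfl/fl, 13.3 CPM in vehicle-treated GR-mKO and 10.2 CPM in CORT-treated GR-mKO gastrocnemius, and was not called in any of the comparisons. The ratio of *Nr3c1* to *Nr3c2* counts in gastrocnemius was 12.8 (11 to 15.1) and 9.6 (8.2 to 11.2) in vehicle- and CORT-treated GRfl/fl mice, and 3.5 (3.0 to 4.0) and 3.5 (3.0 to 4.1) in the corresponding GR-mKO mice. In liver the ratio in the same order was 11.5, 12.2, 8.1 and 5.5, and in gonadal WAT it was 22.1, 22.9, 15.8 and 18.3.

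To ask which transcripts of muscle respond to CORT, CORT-treated and vehicle-treated gastrocnemius were compared within each genotype. In GRfl/fl mice 474 genes, 219 higher and 255 lower, were called of 13543 tested. In GR-mKO mice 272 genes, 76 higher and 196 lower, were called. The setting that moved these counts most was the depth of the simulated samples, since at full depth the GRfl/fl count was 1925 and the GR-mKO count 1430. Median-of-ratios factors shifted the median log2 change of all genes with a mean of at least 50 counts by 0.11 in GRfl/fl mice, from -0.08 to 0.03, and turned the split into 272 higher and 205 lower. In GR-mKO mice both TMM and median-of-ratios factors shifted that median by 0.14, from -0.08 to 0.06, and turned the split into 113 higher and 141 lower under TMM factors and 113 higher and 143 lower under median-of-ratios factors. The excess of lower over higher genes therefore depended on the scaling in GRfl/fl mice, and its size did in GR-mKO mice.

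Among the genes named in advance for gastrocnemius, *Fkbp5* (ENSMUST00000079413, chromosome 17, 28399094 to 28517527) rose with CORT from 61.9 to 355 CPM in GRfl/fl mice, a log2 change of 2.51 (2.43 to 2.61), and fell from 29.98 to 20.8 CPM in GR-mKO mice, a change of -0.52 (-0.71 to -0.34). *Fbxo32* (ENSMUST00000022986, chromosome 15, 58175879 to 58214932) rose from 287 to 913 CPM, a log2 change of 1.67 (1.62 to 1.71). In GR-mKO mice *Fbxo32* changed by 0.18 (0.14 to 0.23) and was not called. *Foxo3* (ENSMUST00000105502, chromosome 10, 42181841 to 42276755) rose from 49.3 to 78.3 CPM, a log2 change of 0.66 (0.55 to 0.79). *Trim63* (ENSMUST00000105875, chromosome 4, 134315120 to 134329629) rose from 244 to 425 CPM, a log2 change of 0.80 (0.75 to 0.86). Neither of the latter pair reached the threshold in GRfl/fl mice, and in GR-mKO mice their changes were -0.17 (-0.32 to -0.02) and 0.37 (0.31 to 0.44). The difference in CORT response between genotypes could not be tested with 1 library per group. Under CORT the 4 genes were lower in GR-mKO than in GRfl/fl mice and all were called, with log2 changes of -4.06 for *Fkbp5*, -1.35 for *Fbxo32*, -1.26 for *Foxo3* and -1.01 for *Trim63*. A list of 13 ubiquitin-proteasome and autophagy genes had a median change with CORT of 0.60 in GRfl/fl mice, above all 10000 matched random lists, and of -0.04 in GR-mKO mice, closer to 0 than the shift between scalings.

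**Figure D1:**
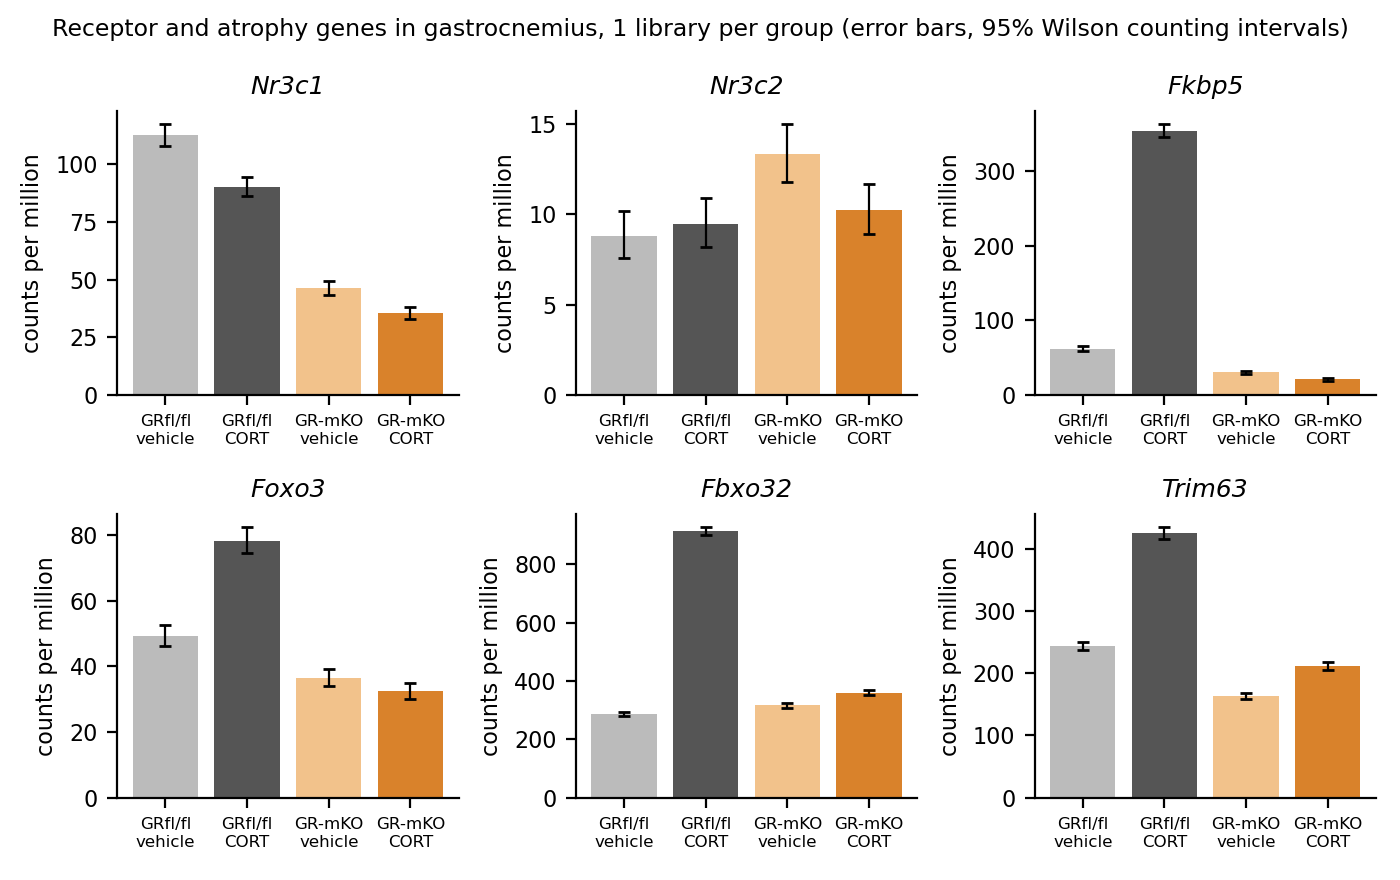
CPM of *Nr3c1*, *Nr3c2*, *Fkbp5*, *Foxo3*, *Fbxo32* and *Trim63* in the 4 gastrocnemius libraries, 1 pooled library per bar, with 95% Wilson counting intervals as error bars. *Fkbp5* stood at 355 CPM in the CORT-treated GRfl/fl library and at 20.8 CPM in the CORT-treated GR-mKO library.

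By rule, the 3 largest rises with CORT in GRfl/fl gastrocnemius were those of *Lcn2*, *Lep* and *Hspa1b*. *Lcn2* (ENSMUST00000050785, chromosome 2, 32384633 to 32388252) rose from 1.01 to 69.8 CPM, a log2 change of 5.54 (5.48 to 6.83). *Lep* (ENSMUST00000069789, chromosome 6, 29060220 to 29073877) rose from 2.01 to 93.7 CPM, a log2 change of 5.23 (5.09 to 6.03). *Hspa1b* (ENSMUST00000172753, chromosome 17, 34956436 to 34959238) rose from 29.5 to 733 CPM, a log2 change of 4.61 (4.51 to 4.76). The 3 largest falls were those of *Dbp*, *H2-Ab1* and *Gm8797*. *Dbp* (ENSMUST00000080885, chromosome 7, 45705088 to 45710203) fell from 116 to 3.37 CPM, a log2 change of -4.92 (-5.50 to -4.76). *H2-Ab1* (ENSMUST00000040828, chromosome 17, 34257689 to 34269419) fell from 37.04 to 1.14 CPM, a log2 change of -4.52 (-5.71 to -4.42). *Gm8797* (ENSMUST00000192045, chromosome 3, 5750806 to 5751295) fell from 20.04 to 0.449 CPM, a log2 change of -4.44 (-6.57 to -4.49). In GR-mKO mice the changes with CORT were 1.37 for *Lcn2*, 3.05 for *Lep*, 3.07 for *Hspa1b*, -1.06 for *Dbp*, -3.67 for *H2-Ab1* and -0.23 for *Gm8797*, and those of *Lep*, *Hspa1b*, *Dbp* and *H2-Ab1* were called. *Gm8797* was already at 0.457 CPM in vehicle-treated GR-mKO mice, and it was called between genotypes under vehicle at -4.42. Its fall thus rests on a high value in the vehicle-treated GRfl/fl library alone. *Lep* belongs to a list of adipocyte transcripts whose median rose by 1.42 in the same comparison. *Hspa1b*, *H2-Ab1* and *Gm8797* have close relatives in the genome, with which reads may be shared, so their counts carry that uncertainty.

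GR-mKO and GRfl/fl gastrocnemius were then compared within each treatment, which addresses the effect of muscle GR without and with added CORT. Under vehicle 445 genes, 242 higher and 203 lower, were called, and under CORT 224 genes were higher and 298 lower. Under vehicle the split became 186 higher and 256 lower with TMM factors, 189 higher and 248 lower with median-of-ratios factors, and 251 higher and 113 lower after correction for transcript length. Under CORT it became 624 higher and 505 lower without scaling, and 274 higher and 177 lower after correction for transcript length. Which direction held the larger share of the calls therefore depended on the processing in both comparisons.

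The 3 largest rises in GR-mKO over GRfl/fl gastrocnemius under CORT were those of *Actc1*, *Mup20* and *Serpina1c*. *Actc1* (ENSMUST00000090269, chromosome 2, 114047282 to 114053548) stood at 25.6 CPM in GRfl/fl and 1141 CPM in GR-mKO mice, a log2 change of 5.45 (5.35 to 5.61). Its change with CORT was -4.26 from 501 CPM in GRfl/fl mice and -0.20 from 1312 CPM in GR-mKO mice. *Mup20* (ENSMUST00000074018, chromosome 4, 62050234 to 62054158) stood at 0.724 CPM in GRfl/fl and 42.0 CPM in GR-mKO mice, a log2 change of 5.12 (5.11 to 6.74). *Serpina1c* (ENSMUST00000074051, chromosome 12, 103894926 to 103904887) stood at 0.577 CPM in GRfl/fl and 34.2 CPM in GR-mKO mice, a log2 change of 5.01 (5.07 to 6.92). The latter pair belong to a list of hepatocyte transcripts and have close relatives in the genome. The median of 15 tested hepatocyte transcripts was higher in GR-mKO muscle by 2.19 under vehicle and by 3.90 under CORT, and 216 liver-specific genes stood at a median of 0.26% of their liver level in CORT-treated GR-mKO muscle against 0.00787% in CORT-treated GRfl/fl muscle. Among the largest falls were those of *Odf3l2* and *Kcnf1*. *Odf3l2* (ENSMUST00000095464, chromosome 10, 79639526 to 79645738) stood at 163 CPM in GRfl/fl and 1.82 CPM in GR-mKO mice, a log2 change of -6.14 (-6.99 to -6.02). *Kcnf1* (ENSMUST00000170580, chromosome 12, 17172100 to 17176888) stood at 37.3 CPM in GRfl/fl and 0.886 CPM in GR-mKO mice, a log2 change of -4.77 (-6.16 to -4.73). Both falls were also called under vehicle, at -4.23 for *Odf3l2* and -1.78 for *Kcnf1*.

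In liver, where the receptor gene was not deleted, the same comparisons ask how far the response to CORT depends on muscle GR. CORT changed 612 genes, 341 higher and 271 lower, in GRfl/fl mice, and 274 genes, 145 higher and 129 lower, in GR-mKO mice, of 12485 tested. *G6pc* (ENSMUST00000019469, chromosome 11, 101367561 to 101377903) rose from 247 to 521.8 CPM, a log2 change of 1.08 (1.03 to 1.13). In GR-mKO mice *G6pc* rose by 1.35 (1.30 to 1.41), and both rises were called. *Pck1* (ENSMUST00000029017, chromosome 2, 173153048 to 173159273) fell from 2563 to 762 CPM, a log2 change of -1.75 (-1.78 to -1.72). *Tat* (ENSMUST00000001720, chromosome 8, 109990437 to 109999803) fell from 2140 to 773 CPM, a log2 change of -1.47 (-1.49 to -1.44). Both falls were called. In GR-mKO mice the change was -0.25 (-0.27 to -0.23) for *Pck1* and -0.85 (-0.88 to -0.83) for *Tat*, and neither was called.

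Among the largest rises with CORT in GRfl/fl liver were those of *Sult1e1* and *Cyp2b10*. *Sult1e1* (ENSMUST00000031201, chromosome 5, 87575969 to 87591594) rose from 0.191 to 324 CPM, a log2 change of 8.87 (9.37 to 12.60). *Cyp2b10* (ENSMUST00000072438, chromosome 7, 25897620 to 25926624) rose from 3.30 to 877 CPM, a log2 change of 7.85 (7.72 to 8.42). The 3 largest falls were those of *Hsd17b6*, *Dbp* and *Mup17*. *Hsd17b6* (ENSMUST00000026462, chromosome 10, 127990936 to 128007611) fell from 119 to 1.05 CPM, a log2 change of -6.26 (-7.47 to -6.19). *Dbp* fell from 124 to 2.97 CPM, a log2 change of -5.16 (-5.77 to -5.01). *Mup17* (ENSMUST00000107484, chromosome 4, 61591929 to 61595871) fell from 4667 to 174 CPM, a log2 change of -4.74 (-4.80 to -4.70). In GR-mKO liver the changes were 7.63 for *Sult1e1*, 5.78 for *Cyp2b10*, -3.64 for *Hsd17b6*, -1.22 for *Dbp* and -5.82 for *Mup17*, and all were called. *Cyp2b10* and *Mup17* belong to clusters of near-identical genes, so reads may be divided among their members in uncertain shares.

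Between genotypes, 71 genes, 28 higher and 43 lower, were called in liver under vehicle, and 174 genes, 74 higher and 100 lower, under CORT. Without scaling the split under vehicle was 117 higher and 112 lower. Higher calls also led under vehicle at a threshold of 0.8 (139 and 116), at full simulated depth (272 and 203) and by log2 change (157 and 130). Under CORT they led at full simulated depth (440 and 406) and by log2 change (305 and 284). The other alternatives run kept more lower calls in both comparisons. The largest rises in GR-mKO liver under CORT were those of *Hamp2*, *Cyp2a4* and *Mfsd2a*. *Hamp2* (ENSMUST00000074671, chromosome 7, 30922372 to 30924681) stood at 1.65 CPM in GRfl/fl and 32.9 CPM in GR-mKO mice, a log2 change of 3.96 (3.81 to 4.85). *Cyp2a4* (ENSMUST00000098657, chromosome 7, 26307169 to 26315088) stood at 0.449 CPM in GRfl/fl and 11.8 CPM in GR-mKO mice, a log2 change of 3.70 (3.80 to 5.89). *Mfsd2a* (ENSMUST00000030408, chromosome 4, 122946850 to 122961188) stood at 13.6 CPM in GRfl/fl and 140.2 CPM in GR-mKO mice, a log2 change of 3.31 (3.18 to 3.54). The largest falls were those of *Rnase2a*, *Mup15* and *Raet1d*. *Rnase2a* (ENSMUST00000061936, chromosome 14, 51255262 to 51256112) stood at 71.1 CPM in GRfl/fl and 3.34 CPM in GR-mKO mice, a log2 change of -4.22 (-4.79 to -4.07). *Mup15* (ENSMUST00000095049, chromosome 4, 61435790 to 61439743) stood at 298 CPM in GRfl/fl and 18.2 CPM in GR-mKO mice, a log2 change of -3.99 (-4.18 to -3.88). *Raet1d* (ENSMUST00000095795, chromosome 10, 22360552 to 22374139) stood at 32.4 CPM in GRfl/fl and 1.71 CPM in GR-mKO mice, a log2 change of -3.90 (-4.75 to -3.74). Of these 6 genes, none was called between genotypes under vehicle. *Hamp2*, *Cyp2a4*, *Rnase2a*, *Mup15* and *Raet1d* have close relatives in the genome, with the same uncertainty about shared reads.

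In gonadal WAT, CORT changed 1063 genes, 534 of them higher, in GRfl/fl mice, and 625 genes, 246 higher and 379 lower, in GR-mKO mice, of 14218 tested. In GR-mKO mice TMM and median-of-ratios factors both shifted the median log2 change of all genes by 0.13, from -0.12 to 0.01, and turned the split into 345 higher and 281 lower or 345 higher and 283 lower. *Pnpla2* (ENSMUST00000026583, chromosome 7, 141455198 to 141460743) changed by -0.29 (-0.30 to -0.27) in GRfl/fl and -0.17 (-0.18 to -0.15) in GR-mKO mice, from 2803 and 3315 CPM. *Acaca* (ENSMUST00000020843, chromosome 11, 84129672 to 84401651) changed by 0.54 (0.51 to 0.56) and 0.31 (0.28 to 0.34), from 955 and 682 CPM. *Fasn* (ENSMUST00000206589, chromosome 11, 120805846 to 120824547) changed by 0.83 (0.82 to 0.85) and 0.81 (0.79 to 0.83), from 3627 and 2111 CPM. None of these 6 changes reached the threshold.

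By rule, the 3 largest rises with CORT in GRfl/fl gonadal WAT were those of *Hspb7*, *Pkp1* and *Rnase2a*. *Hspb7* (ENSMUST00000102486, chromosome 4, 141420779 to 141425311) rose from 17.96 to 999.9 CPM, a log2 change of 5.76 (5.65 to 5.96). *Pkp1* (ENSMUST00000027667, chromosome 1, 135871395 to 135919207) was below the floor under vehicle and at 24.7 CPM under CORT, 164.3-fold above the floor. The counting interval of its log2 ratio began at 6.09. *Rnase2a* rose from 0.601 to 27.6 CPM, a log2 change of 4.67 (4.70 to 6.48). The 3 largest falls were those of *Dbp*, *Ighg2b* and *Rnf146*. *Dbp* fell from 246 to 8.75 CPM, a log2 change of -4.73 (-5.04 to -4.60). *Ighg2b* (ENSMUST00000103418, chromosome 12, 113302965 to 113307933) fell from 17.1 to 0.201 CPM, a log2 change of -4.65 (-8.30 to -5.05). *Rnf146* (ENSMUST00000160144, chromosome 10, 29344176 to 29362442) fell from 22.4 to 0.681 CPM, a log2 change of -4.28 (-5.88 to -4.23). In GR-mKO mice the changes were 3.64 for *Hspb7*, 4.25 for *Rnase2a*, -4.45 for *Dbp*, 2.46 for *Ighg2b* and 0.56 for *Rnf146*, and the latter pair were not called. *Pkp1* in GR-mKO mice went from 0.152 to 8.76 CPM and was called. *Ighg2b* is an immunoglobulin constant gene with close relatives, and *Rnf146* has 6 coding transcripts of which 1 was retained.

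Between genotypes, 110 genes, 62 higher and 48 lower, were called in gonadal WAT under vehicle, and 97 genes, 40 higher and 57 lower, under CORT. After correction for transcript length the split under CORT was 49 higher and 36 lower. Calling by log2 change gave 203 higher and 169 lower under CORT, and 152 higher and 164 lower under vehicle. At a threshold of 0.95 the vehicle split was 18 and 18. The other alternatives run kept the reported direction. The largest rises under CORT were those of *Rnf146*, *Pik3cd* and *Tcf7l2*, and the largest falls those of *Rasgrp2*, *Rapgef2* and *Tet2*. *Rnf146* stood at 0.681 CPM in GRfl/fl and 16.6 CPM in GR-mKO mice, a log2 change of 3.85 (3.79 to 5.45). *Pik3cd* (ENSMUST00000122059, chromosome 4, 149649168 to 149702571) stood at 0.783 CPM in GRfl/fl and 8.53 CPM in GR-mKO mice, a log2 change of 2.82 (2.67 to 4.24). *Tcf7l2* (ENSMUST00000061496, chromosome 19, 55741820 to 55933654) stood at 2.24 CPM in GRfl/fl and 17.6 CPM in GR-mKO mice, a log2 change of 2.72 (2.51 to 3.44). *Rasgrp2* (ENSMUST00000167240, chromosome 19, 6399340 to 6415216) stood at 16.8 CPM in GRfl/fl and 1.84 CPM in GR-mKO mice, a log2 change of -2.89 (-3.73 to -2.70). *Rapgef2* (ENSMUST00000195708, chromosome 3, 79062516 to 79286517) stood at 27.3 CPM in GRfl/fl and 4.53 CPM in GR-mKO mice, a log2 change of -2.47 (-2.92 to -2.26). *Tet2* (ENSMUST00000098603, chromosome 3, 133463679 to 133545139) stood at 11.7 CPM in GRfl/fl and 1.90 CPM in GR-mKO mice, a log2 change of -2.34 (-3.17 to -2.13). Each of these 6 genes has at least 3 coding transcripts, of which 1 was retained, so a shift between transcripts of a gene is not excluded. Between genotypes under CORT, genes with at least 4 coding transcripts were called 2.71 times as often as genes with 1 at matched expression in this tissue.

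**Figure D2:**
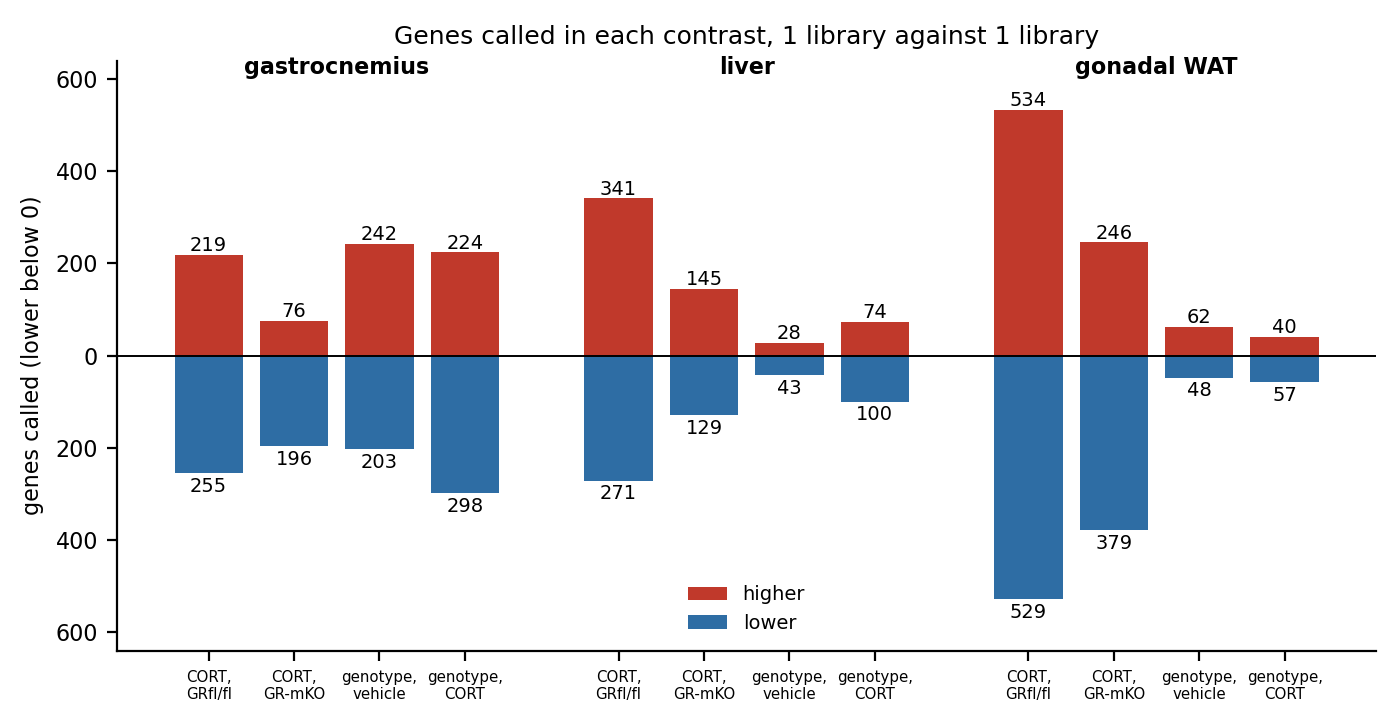
Number of genes called (vertical axis, higher above 0 and lower below) in each of the 12 comparisons of 1 library with 1 library, grouped by tissue. Under CORT, genotype gave 224 higher and 298 lower calls in gastrocnemius, against 74 and 100 in liver and 40 and 57 in gonadal WAT.

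The responses of the genotypes to CORT were compared gene by gene. In gastrocnemius 93 genes were called in the same direction in both genotypes, 19.6% of the GRfl/fl calls and 34.2% of the GR-mKO calls, where independent calls would share 4.9, and 7 were called in opposite directions. In liver 180 were shared, 29.4% of the GRfl/fl and 65.7% of the GR-mKO calls, against 6.8 by chance and with 3 opposite. In gonadal WAT 415 were shared, 39.0% of the GRfl/fl and 66.4% of the GR-mKO calls, against 23.3 by chance and with 8 opposite. These counts were most sensitive to the depth of the simulated samples, and at full depth they were 443, 677 and 1705.

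Genes called in GRfl/fl gastrocnemius had a median log2 change of 1.47 in the direction of the call, and in GR-mKO mice the same genes changed by a median of 0.26 (95% bootstrap interval 0.22 to 0.32), or 17.8%. In liver the median was 1.63 in GRfl/fl and 0.76 (0.70 to 0.84) in GR-mKO mice, or 46.7%, and in gonadal WAT it was 1.42 and 0.87 (0.84 to 0.91), or 61.4%. Genes picked for a large change in 1 comparison shrink in another by selection alone, so the mirror values were computed. Genes called in GR-mKO mice kept 52.8% of their change in GRfl/fl gastrocnemius, 105.1% in liver and 101.2% in gonadal WAT. The retained change moved most with simulated samples at full depth in gastrocnemius, to 0.15, and in gonadal WAT, to 0.48, and with a probability threshold of 0.95 in liver, to 1.21. Across genes, the log2 changes of the genotypes were related with a Pearson r of 0.34 and a Spearman rho of 0.23 over 10563 genes in gastrocnemius, 0.60 and 0.44 over 9331 in liver, and 0.70 and 0.66 over 11395 in gonadal WAT. These are relations across genes, which are not independent replicates, and the 3 were the only relations of this family computed.

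**Figure D3:**
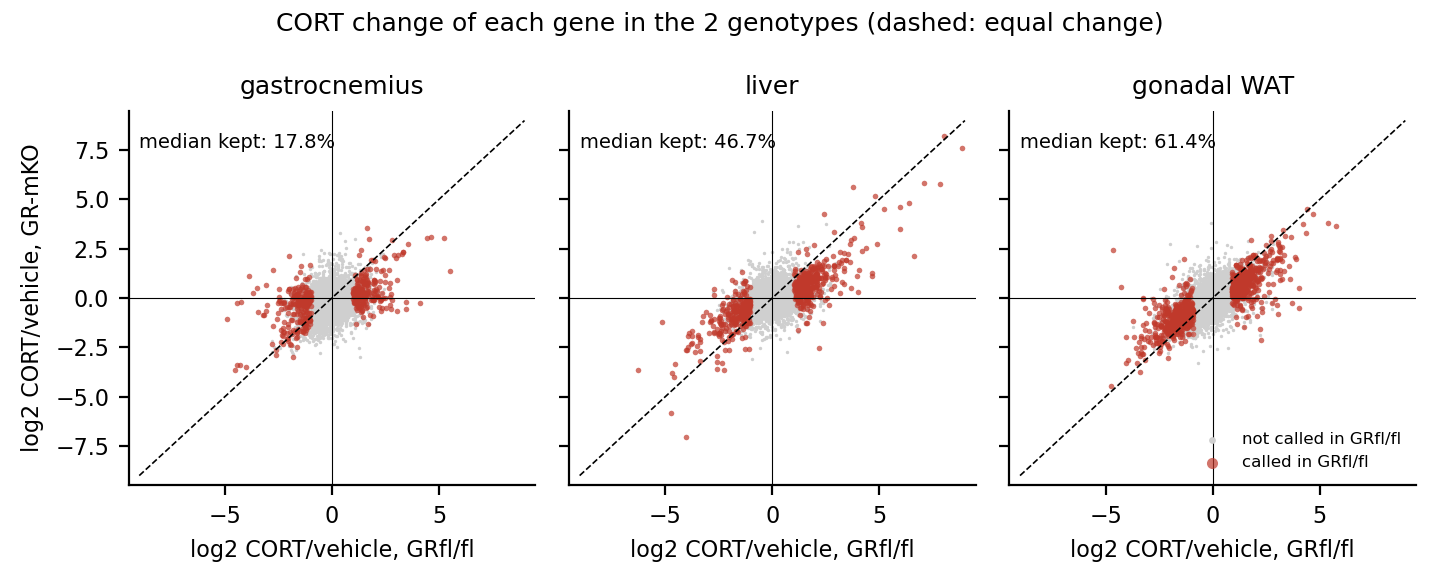
Log2 change with CORT of each gene in GRfl/fl mice (horizontal axis) and GR-mKO mice (vertical axis) in gastrocnemius, liver and gonadal WAT, with genes called in GRfl/fl mice in red and equal change as a dashed line. The called genes kept a median of 17.8% of their change in gastrocnemius, 46.7% in liver and 61.4% in gonadal WAT.

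Of 11124 genes tested in all 3 tissues, 15 were called higher with CORT in every tissue of GRfl/fl mice, where 0.15 would be expected from independent calls, and 12 were called lower, where 0.12 would be. In GR-mKO mice 1 gene, *Hp*, was called higher and 5, *Cd74*, *Dbp*, *H2-Aa*, *H2-Ab1* and *H2-Eb1*, were called lower in every tissue, and these names were looked up after their values were seen. The 5 lower genes were all among the 12 of GRfl/fl mice, and *Hp* was not among the 15. The list of hepatocyte transcripts also rose with CORT in GR-mKO mice, by medians of 1.24 in gastrocnemius and 0.86 in gonadal WAT. Whether liver RNA contributed to the calls of *Hp* in those tissues was not tested.

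A list of 23 known GR target genes was followed in every comparison. With CORT its median log2 change was -0.07 in GRfl/fl and 0.04 in GR-mKO gastrocnemius, -0.43 and -0.09 in liver, and -0.07 and -0.28 in gonadal WAT. Of 10000 matched random lists 2 lay below the value for GRfl/fl liver, and that for GR-mKO liver lay at the 4.0 percentile and the gonadal WAT values at the 21 and 0.7 percentiles. The value for GRfl/fl gastrocnemius lay at the 37.0 percentile, that for GR-mKO gastrocnemius at the 83.8 percentile, and the former turned to 0.02 with TMM and 0.04 with median-of-ratios factors, at the 37.3 and 37.2 percentiles, and that for GRfl/fl gonadal WAT turned to 0.01 with median-of-ratios factors. In GRfl/fl gastrocnemius 8 of the 23 genes were called higher and 6 lower, and the mean of the list was 0.23, at the 98.6 percentile, where the median was -0.07. In GRfl/fl liver 4 of the 21 tested were called higher and 5 lower, and the mean was 0.20, at the 85.4 percentile. Between genotypes the list was lower in GR-mKO gastrocnemius, with a median of -0.30 under vehicle and -0.35 under CORT, at the 0.2 percentile and with 3 random lists below it, and it kept this direction under both other scalings. In liver the genotype medians were 0.04 under vehicle and 0.34 under CORT, at the 50.8 percentile and above 9998 random lists. The means were 0.19 under vehicle, at the 98.1 percentile, and 0.02 under CORT, at the 31.3 percentile. In gonadal WAT the genotype medians were 0.27 and -0.05, above 9999 random lists and at the 43.6 percentile.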

Values the study reported

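In gastrocnemius, the study put the transcript level of GR at about 10 times that of MR.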

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

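The comparison with the spread between simulated pools was chosen after the opposite changes had been seen, and the tests of scaling and of transcripts were not. Among the named genes, 10 changed with CORT in opposite directions in the genotypes, with both counting intervals excluding 0, which is what brought them here. Each rests on 1 library per group, so the difference between genotypes was not tested. Most were named because they differed strongly between genotypes under CORT, which favours opposite changes, so their number is not evidence of how common such changes are.

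In gastrocnemius *Fkbp5* changed by 2.51 in GRfl/fl and -0.52 in GR-mKO mice on the log2 scale, *Foxo3* by 0.66 and -0.17, and *Kcnf1* by 1.67 and -1.32. In liver *Hamp2* changed by -2.74 and 0.48, *Mfsd2a* by -1.90 and 0.93, and *Raet1d* by 2.20 and -2.53. In gonadal WAT *Ighg2b* changed by -4.65 and 2.46, *Rnf146* by -4.28 and 0.56, *Rapgef2* by 1.47 and -1.45, and *Tet2* by 0.72 and -2.53.

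Under both TMM and median-of-ratios factors 10 of the 10 genes kept opposite directions, but the fall of *Foxo3* in GR-mKO muscle shrank to -0.02 and -0.03. The upper end of its counting interval, -0.02, lies closer to 0 than the shift of 0.14 that these factors brought to the median of all genes, so the opposite change of *Foxo3* depends on the scaling. Scaling is not the explanation for the other 9 genes. Reads moving between transcripts of a gene cannot be excluded if an entry is 1 transcript and not a sum over the gene, as was assumed here. Only 1 of the 10 genes, *Kcnf1*, has a single protein-coding transcript in the annotation. That explanation is closed for *Kcnf1* alone. A spread between pools with a coefficient of variation of 0.4 in all genes called 11.7% of unchanged genes in simulated gastrocnemius, or 1585 genes, and 1382 in liver and 2182 in gonadal WAT. The real CORT comparisons gave 474 and 272 calls in gastrocnemius, 612 and 274 in liver and 1063 and 625 in gonadal WAT. Each count was below that of the simulated pools of its tissue. The simulation assumed the same spread for every gene, so it argues only against a spread of that form and size. A large spread in particular genes was not measured and cannot be excluded. Reads shared with close relatives were not tested for *Hamp2*, *Raet1d* and *Ighg2b*. The biological explanation that the design offers is the loss of muscle GR, acting within the fibre in gastrocnemius and from a distance in liver and gonadal WAT. It cannot be told apart from a large spread of the gene itself between pools for any of the 10 genes, nor from a shift between transcripts for those other than *Kcnf1*.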

How the results depend on the processing

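Of the processing alternatives, 2 were chosen after seeing the data, no scaling between libraries and correction for transcript length. The comparisons, the calling method, the gene list, the rule for named genes and the other 13 alternatives were chosen before the data were examined. No replicate could be left out and no other split of the libraries made, because each group has 1 library. No paired analysis was possible for the same reason. The 30 summary results, namely 12 call counts, 3 shared counts, 3 retained changes and 12 list medians, gave 282 values under the alternatives that apply to them. Of these, 162 stayed close to the reported value (a count within 1.5 times, a retained change or a list median inside its bootstrap interval), 112 moved further, and 8 changed sign. A list value could lie inside its interval and still lose its place among random lists. For genotype under CORT in liver, the mean of 0.02 at the 31.3 percentile counted as close to the median of 0.34.

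With TMM factors, median-of-ratios factors, the second random seed, omission of genes far higher in another tissue and correction for transcript length, all 12 call counts and 3 shared counts stayed within 1.5 times. With a count above 0 in at least 1 of the 2 libraries, 1 count moved, to 141 in liver for genotype under vehicle in place of 71. The settings below moved more of the counts, and the cause was not tested. With at least 10 counts in all 4 libraries the calls numbered 795 in gastrocnemius and 1898 in gonadal WAT for CORT in GRfl/fl mice, 484, 437 and 1181 for CORT in GR-mKO mice, 940, 127 and 253 for genotype under vehicle and 927, 282 and 249 for genotype under CORT. Shared calls were 156 in gastrocnemius, 289 in liver and 799 in gonadal WAT and the retained change was 0.19 in gastrocnemius, 0.62 in liver and 0.63 in gonadal WAT. At a threshold of 0.8 the calls numbered 1226 in gastrocnemius, 1313 in liver and 2685 in gonadal WAT for CORT in GRfl/fl mice, 854, 732 and 1805 for CORT in GR-mKO mice, 1437, 255 and 484 for genotype under vehicle and 1547, 503 and 536 for genotype under CORT. Shared calls were 256 in gastrocnemius, 464 in liver and 1178 in gonadal WAT and the retained change was 0.18 in gastrocnemius, 0.54 in liver and 0.55 in gonadal WAT. At 0.95 they numbered 194 in gastrocnemius, 258 in liver and 503 in gonadal WAT for CORT in GRfl/fl mice, 103, 110 and 247 for CORT in GR-mKO mice, 137, 13 and 36 for genotype under vehicle and 206, 56 and 30 for genotype under CORT. Shared calls were 36 in gastrocnemius, 75 in liver and 178 in gonadal WAT and the retained change was 0.36 in gastrocnemius, 1.21 in liver and 1.14 in gonadal WAT. With simulated samples at full depth there were 1925 in gastrocnemius, 1950 in liver and 3719 in gonadal WAT for CORT in GRfl/fl mice, 1430, 1169 and 2620 for CORT in GR-mKO mice, 2382, 475 and 860 for genotype under vehicle and 2422, 846 and 849 for genotype under CORT. Shared calls were 443 in gastrocnemius, 677 in liver and 1705 in gonadal WAT and the retained change was 0.15 in gastrocnemius, 0.41 in liver and 0.48 in gonadal WAT.

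Calling by a log2 change of at least 1 gave 1080 in gastrocnemius, 1451 in liver and 1928 in gonadal WAT for CORT in GRfl/fl mice, 885, 701 and 1294 for CORT in GR-mKO mice, 1052, 287 and 316 for genotype under vehicle and 1315, 589 and 372 for genotype under CORT. Shared calls were 243 in gastrocnemius, 370 in liver and 733 in gonadal WAT and the retained change was 0.57 in liver and 0.83 in gonadal WAT. With no scaling between libraries there were 898 in gastrocnemius, 1048 in liver and 1618 in gonadal WAT for CORT in GRfl/fl mice, 681, 547 and 978 for CORT in GR-mKO mice, 1007, 229 and 223 for genotype under vehicle and 1129, 374 and 218 for genotype under CORT. Shared calls were 192 in gastrocnemius and 301 in liver and the retained change was 0.65 in liver. With noise from the genotype contrast under vehicle there were 128 in gastrocnemius for CORT in GRfl/fl mice and 55 in gastrocnemius and 400 in gonadal WAT for CORT in GR-mKO mice. Under that noise 27.0% of the GRfl/fl calls and 20.2% of the GR-mKO calls for CORT in gastrocnemius remained, against 76.5% and 77.0% in liver and 66.9% and 60.8% in gonadal WAT. In gastrocnemius the contrast used as noise includes the deletion itself and gave 445 calls, against 71 in liver and 110 in gonadal WAT. The lower shares in gastrocnemius therefore do not show that its CORT calls are less robust. Without genes far higher in another tissue, the retained change was 0.69 in liver and 0.83 in gonadal WAT. With 5 CPM added, the retained change was 0.63 in liver and 0.72 in gonadal WAT.

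Some orderings held under each of the alternatives run. CORT gave more calls in GRfl/fl than in GR-mKO mice within each tissue, and genotype gave more calls in gastrocnemius than in liver or gonadal WAT under both treatments. The share of the change that was retained stayed lowest in gastrocnemius, from 15.5% to 23.8%, intermediate in liver, from 40.8% to 54.5%, and highest in gonadal WAT, from 57.1% to 63.4%. Splits between higher and lower calls that moved by over 10 percentage points under another scaling or the length correction are given with the counts they belong to. Smaller shifts also changed which direction held more calls for CORT. In GRfl/fl gastrocnemius the split was 261 higher and 213 lower with TMM factors, and in GRfl/fl liver 49.9% of the calls were higher without scaling, in place of 55.7%. In GR-mKO liver it was 128 higher and 141 lower with TMM and 131 higher and 137 lower with median-of-ratios factors. In GRfl/fl gonadal WAT it was 701 higher and 917 lower without scaling and 438 higher and 596 lower after the length correction.

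The median of the GR target list changed sign under some of the alternatives. In GRfl/fl gastrocnemius it turned from -0.07 to 0.02 with TMM factors, to 0.04 with median-of-ratios factors and to 0.23 when the mean was taken. In GRfl/fl gonadal WAT it turned from -0.07 to 0.01 with median-of-ratios factors and to 0.01 with the mean. The mean also turned the value in GRfl/fl liver from -0.43 to 0.20 and that in GR-mKO liver from -0.09 to 0.03. It turned that for genotype under CORT in gonadal WAT from -0.05 to 0.09. For genotype under vehicle in liver the mean moved the value from 0.04 to 0.19, and from the 50.8 to the 98.1 percentile. It took the value for genotype under CORT in liver from 0.34, above 9998 of 10000 matched random lists, to 0.02, at the 31.3 percentile, and that for CORT in GR-mKO gonadal WAT from -0.28 to -0.12, from the 0.7 to the 27.8 percentile. Among the values whose sign it turned, the mean also moved the place of the list from the 37.0 to the 98.6 percentile in GRfl/fl gastrocnemius, from the 0.0 percentile after rounding to the 85.4 percentile in GRfl/fl liver, from 4.0 to 39.8 in GR-mKO liver, from 21 to 42.1 in GRfl/fl gonadal WAT and from 43.6 to 98.1 for genotype under CORT in gonadal WAT. The direction of the list therefore depended on the summary in these comparisons. The scaling, in contrast, moves all genes of a library alike and hardly moved the place of the list among random lists, which in GRfl/fl gastrocnemius was the 37.0 percentile, 37.3 with TMM and 37.2 with median-of-ratios factors, and in GRfl/fl gonadal WAT the 21 percentile and 20.8 with either. The changes of sign with scaling are thus those of a common shift, for values within 0.07 of 0.

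Of the 196 changes of named genes, followed under 6 alternatives, 1086 values kept their direction and their side of the threshold, 57 passed the threshold where the reported value had not, 30 no longer passed it, and 3 changed sign. *Nr3c1* between genotypes under vehicle in gonadal WAT went from 0.02 to -0.01 with TMM factors, and *Odf3l2* with CORT in GR-mKO gastrocnemius went from -0.05 to 0.07 with both TMM and median-of-ratios factors. The counting intervals of both reported changes include 0. For *Pkp1* with CORT in GRfl/fl gonadal WAT the vehicle library was below the floor, so its rise was set against the floor, at 164.3-fold. The counting interval of its log2 ratio began at 6.09, so 164.3-fold is not a lower bound of the rise. Other depths were not simulated. The lack of replicates leaves the spread between pools unmeasured.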

Other observations

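The tests of spread between pools, of correction for transcript length, of coding transcripts, of cell markers, of selection, of time of day, of feeding and of the immediate-early difference between genotypes were chosen after the result they bear on had been seen. All concern 1 library per group, so each remaining explanation is a hypothesis.

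The ratio of *Nr3c1* to *Nr3c2* in gastrocnemius was 12.8 and 9.6 in vehicle- and CORT-treated GRfl/fl mice and 3.5 under both treatments in GR-mKO mice. The GRfl/fl ratios lie on either side of the value quoted from the study above, and the GR-mKO ratio is lower.

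Liver transcripts were more abundant in GR-mKO than in GRfl/fl gastrocnemius. Over 216 liver-specific genes the median share of the liver level was 0.00656% and 0.00787% in vehicle- and CORT-treated GRfl/fl muscle, and 0.0847% and 0.26% in the corresponding GR-mKO muscle. Over the 100 of these genes with enough counts, the change with CORT in GR-mKO muscle followed that in GR-mKO liver across genes with a Pearson r of 0.71, which is consistent with a trace of liver RNA in the GR-mKO muscle samples. Against GRfl/fl liver r was 0.68, and the Spearman rho was 0.53 there and 0.45 against GR-mKO liver, so the relation does not tell the liver of the same genotype from the other. Expression of liver genes by muscle without GR is the biological alternative, and the test does not rule it out. In gonadal WAT of GR-mKO mice the same relation over 60 genes gave an r of 0.49, and of 0.64 against GRfl/fl liver, which leaves the question open. Adipocyte transcripts rose with CORT in GRfl/fl gastrocnemius. Over 68 fat-specific genes the change was weakly related to that in GRfl/fl gonadal WAT, with an r of 0.33 and a Spearman rho of 0.14. Against GR-mKO gonadal WAT r was 0.27 and rho 0.1. The adipocyte list also rose in GR-mKO gastrocnemius, by a median of 0.88. There r over 67 genes was 0.05 against GRfl/fl and 0.03 against GR-mKO gonadal WAT. More fat tissue in the CORT samples and a response within muscle therefore cannot be told apart.

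Between genotypes in gastrocnemius, the log2 change fell with transcript length across genes, with a Spearman rho of -0.40 under vehicle and -0.47 under CORT. Leaving out ribosomal-protein and respiratory-chain genes gave -0.39 and -0.45, so those families do not account for it. After the change was corrected for transcript length, 66.1% of the genotype calls under vehicle (294) and 64.9% of those under CORT (339) remained, so length does not fully explain the calls. The trend was not particular to muscle, since between genotypes under CORT rho was also -0.45 in gonadal WAT and -0.24 in liver, where the receptor gene was not deleted, while under vehicle it was 0.11 and -0.04. A difference in RNA integrity between pools was not tested, because the integrity values of the pools were not used here, and the authors' lower limit on integrity leaves room for differences above it. Whether the trend is technical or biological was not settled.

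The genotype calls were also compared with the number of coding transcripts of a gene, since reads moving between transcripts would favour genes with several. Under vehicle, genes with at least 4 coding transcripts were called 1.75 times as often as genes with 1 at matched expression in gastrocnemius, 1.46 times in liver and 4.95 times in gonadal WAT. Under CORT the ratios were 1.17, 0.92 and 2.71. A shift of reads between transcripts is therefore a candidate explanation for part of the genotype calls in gonadal WAT under both treatments and in gastrocnemius under vehicle. The vehicle value in liver leaves it open, and under CORT the ratios in gastrocnemius and liver were closer to 1. No interval of these ratios was computed. Regulated use of transcripts would give the same excess. Pools simulated with no genotype effect and a coefficient of variation of 0.2 gave 60 calls in liver and 187 in gonadal WAT, against 71 and 110 real calls under vehicle and 174 and 97 under CORT. The genotype calls in liver under vehicle thus cannot be told apart from a spread of that size, which was not measured. In gonadal WAT a spread of that size in all genes gave more calls than were seen, while one of 0.1 gave 0, so the genotype calls there cannot be told apart from a spread between these sizes.

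The smaller change of GRfl/fl-called genes in GR-mKO mice was set against selection, which would act alike on genes picked in either genotype. Genes picked in GR-mKO mice kept 52.8% of their change in the other genotype in gastrocnemius, 105.1% in liver and 101.2% in gonadal WAT, against 17.8%, 46.7% and 61.4% the other way round. Selection alone does not account for the asymmetry in any of the 3 tissues. A weaker response to CORT without muscle GR is a hypothesis that remains, and spread between pools was not measured.

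Transcripts of MHC class II genes fell with CORT in GRfl/fl mice, with a median log2 change of -4.16 in gastrocnemius, -3.88 in liver and -2.93 in gonadal WAT. A list of myeloid markers changed by -0.22, -1.52 and 0.84, so in GRfl/fl mice a loss of myeloid cells as a whole does not account for the fall in gastrocnemius and gonadal WAT and can be neither shown nor excluded in liver. In GR-mKO mice the MHC class II genes changed by a median of -3.38, -2.41 and -2.23 and the myeloid list changed by -1.39, -0.71 and 0.62, and in gastrocnemius 10 of its 10 tested genes fell, so a loss of myeloid cells is not excluded in gastrocnemius and liver of that genotype. Some members of the list, looked up after their values were seen, fell in GRfl/fl mice nonetheless, in gastrocnemius *Itgax* by -1.36, *Cd209a* by -2.00 and *Flt3* by -0.54, none of them called, and in gonadal WAT *Cd209a* by -2.11 and *Ccr2* by -2.14, of which *Ccr2* was called. A loss of a subset of antigen-presenting cells is therefore not excluded. A list of B cell markers, of which 5 were tested, changed by -1.56 in gonadal WAT, which is consistent with fewer B cells there, but the sole member called, *Ighm*, was higher at 1.47. Lower expression per cell remains as a biological hypothesis, which cannot be told apart from a loss of antigen-presenting cells in any of the 3 tissues, nor from a loss of B cells in gonadal WAT.

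*Dbp*, a clock output gene, fell with CORT in each tissue of GRfl/fl mice, with a range of 0.43 on the log2 scale over the 3 tissues, while in GR-mKO mice the range was 3.39. *Dbp* was among the largest falls in each tissue of GRfl/fl mice, and other clock genes were less alike there. A list of 10 clock output genes changed by medians of -0.82 in gastrocnemius, -0.84 in liver and -1.79 in gonadal WAT, and a list of 5 genes of the positive arm by 1.04, 1.77 and 2.40. A shift in time of day can be neither shown nor excluded, also because it is not known whether the tissues came from the same mice.

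Insulin-induced genes were higher in GR-mKO than in GRfl/fl liver under vehicle, with a median of 0.68 that lay above all random lists, and insulin-repressed genes were lower, with a median of -0.30 at the 0.2 percentile. Under CORT both reversed, to -0.25 at the 1.1 percentile and to 0.68, above 9999 of 10000 random lists. Under vehicle a list of genes induced by fasting lay at the 83.8 percentile, where more recent feeding of the GR-mKO mice would place it low, so feeding can be neither shown nor excluded.

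Heat-shock transcripts rose with CORT in GRfl/fl mice by a median of 1.14 in gastrocnemius, 1.34 in liver and 0.94 in gonadal WAT. If handling stress at collection were the cause, immediate-early genes might rise as well, but that list lay at the 0, 0.1 and 0.2 percentiles of random lists after rounding. An effect of CORT itself on the list cannot be separated from one of handling. The low percentiles therefore do not exclude handling in GRfl/fl mice. Single members departed from the list, and in GRfl/fl gastrocnemius *Atf3* at 3.07 and *Jun* at 1.07 were called higher and *Fosb* at -2.77 and *Egr1* at -1.41 lower, names looked up after their values were seen. In GR-mKO mice the heat-shock and immediate-early lists rose together with CORT, by 0.59 and 0.52 in gastrocnemius and 0.60 and 0.55 in liver, against 0.01 and 1.05 in gonadal WAT, so handling is not excluded in that genotype. Between genotypes under CORT the immediate-early list was higher in GR-mKO mice by a median of 1.70 in gastrocnemius, 1.27 in liver and 1.23 in gonadal WAT. Under vehicle the list changed by 0.12 in gastrocnemius, at the 76.9 percentile, and by -0.17 in liver, at the 3.2 percentile. In gonadal WAT it changed by -0.30 under vehicle, below all random lists. The list was thus not higher in GR-mKO liver and gonadal WAT without added CORT. A difference between the mice at collection and a body-wide effect of muscle GR under CORT would both give the values under CORT, and the data cannot separate them.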
